# Endothelial AGO1 deficiency reduces breast cancer burden in mice

**DOI:** 10.1007/s10456-026-10048-6

**Published:** 2026-06-12

**Authors:** Xuejing Liu, Alonso Tapia, Dongqiang Yuan, Xiaofang Tang, Yingjun Luo, Naseeb Kaur Malhi, Muxi Chen, Kwan Ho Law, Mohamad Haidar, Skylar Giacobetti, Jiawei Sun, Anthony Park, Saul J. Priceman, Zhen Bouman Chen

**Keywords:** Argonaute 1 (AGO1), Endothelial cells (ECs), Tumor immunology, Breast cancer

## Abstract

Endothelial cells (ECs) are crucial in cancer development and progression, partly by regulating tumor angiogenesis and immune modulation. As a key component of the RNA-induced silencing complex, Argonaute 1 (AGO1) regulates tumor biology, yet the specific function of AGO1 within ECs in the tumor microenvironment remains undefined. Here, we investigated the effects of endothelial-specific AGO1 knockout (EC-AGO1-KO) on tumor vascularization and immune regulation in a mouse syngeneic breast cancer model induced by E0771 cells. EC-AGO1-KO mice exhibited significantly reduced tumor burden compared to their wild-type (WT) littermates, accompanied by reduced vascularization and enhanced immune cell infiltration. Histological and single-cell RNA sequencing analyses revealed increased infiltration of CD8⁺ T cells and macrophages in EC-AGO1-KO tumors, indicative of an immunostimulatory microenvironment. In vitro, AGO1 knockdown in mouse ECs co-cultured with E0771 tumor cells led to higher levels of *Cxcl10* and *Vcam1* expression, suggesting a pro-inflammatory and leukocyte-recruiting effect. Together, these findings identify endothelial AGO1 as a key regulator of tumor vasculature and immune homeostasis in breast cancer, suggesting that targeting endothelial AGO1 may represent a novel therapeutic strategy to modulate tumor vasculature while enhancing anti-tumor immunity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10456-026-10048-6.

## Dear Editor

Endothelial cells (ECs) are critical for tumor development and metastasis. Argonaute 1 (AGO1), a key component of the RNA-induced silencing complex, is integral to gene regulation [1]. Several studies have explored AGO1 function in tumor cells and demonstrated its context-dependent effects [2]. We have previously shown that suppression of AGO1 in non-tumor ECs enhances VEGF-A expression and angiogenesis under hypoxia [3], and that EC-conditional AGO1 knockout (EC-AGO1-KO) mice are protected from diet-induced obesity, hyperlipidemia, and atherosclerosis [4, 5]. However, the role of endothelial AGO1 in tumor vasculature and immune modulation remains unclear.

To address this, we implanted syngeneic E0771 breast cancer cells into the mammary fat pad of WT and EC-AGO1-KO mice. In the KO mice, AGO1 deletion was restricted to ECs and absent in monocytes [4, 5], minimizing potential confounding contribution from hematopoietic cells differences to the observed phenotypes. By Day 7, all mice developed palpable tumors (> 10 mm^3^). However, by Day 21, EC-AGO1-KO mice exhibited significantly reduced tumor volumes compared to WT controls, with tumors appearing paler and undetectable in approximately 50% of the mice (Fig. 1a, b; Fig. S1; Fig. S2). Circulating estradiol levels were comparable between the WT and KO mice, suggesting the observed phenotype was not attributable to hormonal variation (Fig. S3). Immunohistochemical (IHC) analysis revealed a significant reduction in vascularization in EC-AGO1-KO tumors, evidenced by CD31 staining and the quantification of vessel area and junction density (Fig. 1c-e). Concordantly, EC-AGO1-KO tumors exhibited reduced Ki67 staining (Fig. 1c, f) and increased TUNEL staining compared to WT controls (Fig. 1c, g), suggesting decreased tumor cell proliferation and enhanced apoptosis. These differences were observed as early as Day 14 (when all mice carried tumors, Fig. S4). The increased tumor cell death in the KO mice prompted us to examine immune cell infiltration, revealing elevated CD8^+^ T cells and F4/80^+^ macrophage infiltration compared to WT controls (Fig. 1c, h, i).

**Fig. 1:**
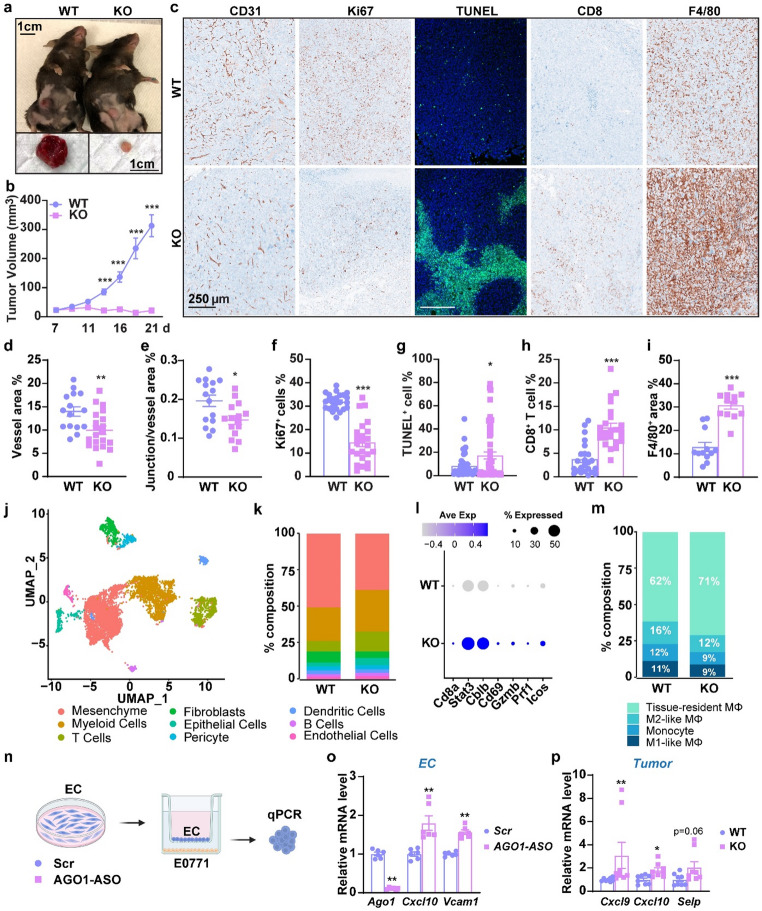
EC-AGO1 inhibition impairs tumor angiogenesis, modulates the immune microenvironment, and inhibits tumor growth in vitro and in vivo.** a**–**m** Female EC-AGO1-KO mice and their WT littermates (16-week-old) were injected with E0771 breast cancer cells. **a** Representative image of mice with mammary tumors (upper panel) and the dissected tumors (lower panel) at day 21. **b** Quantification of tumor size over time (*n* = 10/group). **c** Representative images of CD31, Ki67, TUNEL, CD8, and F4/80 staining of tumor harvested at day 21.** d**–**e** Quantification of vessel percentage and junction/vessel area (24 views from 3–4 tumors/group).** f**–**i** Quantification of Ki67, TUNEL, and CD8 (24–56 views from 3–4 tumors/group) and F4/80-positive area (12 views from 3–4 tumors/group).** j**–**m** scRNA-seq of tumors (*n* = 5–7 tumors per group). **j** Uniform manifold approximation and projection (UMAP) of scRNA-seq data, classified by major non-tumor cell types. **k** Cell composition (%) in the tumor scRNA-seq data separated by WT vs. KO mice. **l** Dot plot showing expression of activation marker genes in T cell populations in the scRNA-seq. **m** Cell composition (%) of macrophage (MΦ) subtypes in tumors from the WT and KO mice. **n** Schematic showing mouse ECs (MS1) transfected with control scramble (Scr) or AGO1-antisense oligos (ASO) (20 nM) for 48 h, followed by 24 h co-culture with E0771 cells in Transwell. **o**,** p** mRNA levels of marker genes were quantified by qPCR in ECs (**o**) and tumors (**p**). Data are presented as mean ± SEM in (**b**,** d**–**i**,** o**,** p**). *p < 0.05, **p < 0.01, ***p < 0.001 between the indicated groups based on Student’s t-test (**b**,** d**–**i**,** o**,** p**)

Single-cell RNA sequencing (scRNA-seq) of tumor samples revealed 9 non-tumor cell clusters, including the immune cells (Fig. 1j; Fig. S5a), with EC-AGO1-KO tumors showing a marked increase in T cells and macrophages (Fig. 1k; Table S1). 

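The scRNA-seq data comprised 10 droplet libraries, 5 from WT tumors and 5 from EC-AGO1-KO tumors, taken 21 days after injection of E0771 cells, a mouse mammary carcinoma line. In this method each cell is captured with a barcoded bead, and each RNA molecule receives a unique molecular identifier (UMI), so that molecules rather than reads are counted. The 5 KO libraries held 7 tumors, because small KO tumors were pooled, 2 each in the libraries named KO 2+3 and KO 5+6. The libraries were made in 2 batches. Batch 1 held 1 WT and 1 KO library, and batch 2 held 4 of each. The authors deposited UMI counts per gene and barcode, counted with Cell Ranger on the mm10 genome, without normalization and before empty droplets were removed. The libraries held between 8996308 and 10591577 UMIs in WT tumors (median 9850960) and between 8323896 and 9670136 in KO tumors (median 9043934). The paper's limits were applied to each barcode, with 200 to 7000 genes and at most 10% mitochondrial UMIs, which left 65298 cells. The batches differed in depth per cell. The median was 4049 UMIs in the WT library and 3862 in the KO library of batch 1, and lay between 595 and 1142 in the WT libraries and between 681 and 713 in the KO libraries of batch 2. The cells were clustered again, and a cluster received a name ending in "-like" from marker genes. Of all cells, 56014 fell in tumor- or mesenchyme-like clusters and 3285 in clusters left unnamed. The cell types are therefore rebuilt and are not the authors' own annotation. The thresholds of the naming rule were set after the clusters had been seen, over 5 versions, before any comparison between WT and KO.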

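Shares were computed per library among the 9284 cells outside tumor- or mesenchyme-like clusters, with each library as 1 sample. T-like cells (1398 cells) made up 9.22% ± 2.15 (SD, n = 5) of these cells in WT libraries and 16.8% ± 8.39 (SD, n = 5) in KO libraries. The difference of 7.54 percentage points had p = 0.0286 in an exact two-sided permutation test within batch, in which the smallest possible p is 0.0143. The groups overlapped, since WT 3 with 12.4% lay above KO 1 with 10.8% and the KO library of batch 1 with 10.7%. In batch 1 the WT share was 8.84%. A single library, KO 2+3, had 31.1%, and without it the difference was 3.96 points (exact permutation p = 0.0571). Leaving out a library makes the batches unequal between the groups. Taken within batch, an alternative added after seeing the data, the difference without KO 2+3 was 4.05 points (exact permutation p = 0.0429). Among the alternatives with the same denominator, the one that moved the difference most left out both pooled KO libraries and gave 3.39 points (exact permutation p = 0.133), or 3.60 within batch (exact permutation p = 0.1). Within batch 2 alone the difference was 8.96 points (exact permutation p = 0.0571). With immune cells alone as the denominator it was 5.63 points (exact permutation p = 0.286).
Myeloid-like cells (2199 cells, with dendritic-like cells left out) made up 24.2% ± 20.1 (SD, n = 5) in WT and 27.5% ± 19.9 (SD, n = 5) in KO libraries, a difference smaller than the spread between libraries (exact permutation p = 0.443). Much of that spread lay between the batches. The batch 1 libraries held 57.0% in WT and 62.6% in KO, and the batch 2 libraries between 5.57% and 28.5%. Part of this gap can come from the denominator, which includes clusters left unnamed. In batch 1 these made up 0.164% in WT and 0.175% in KO. In batch 2 they made up 37.7% to 61.1% in WT and 25.1% to 40.8% in KO libraries. Clusters also followed batch, and the myeloid-like cluster of 731 cells held batch 1 cells alone. A sub-cluster of 218 of the myeloid-like cells (9.91%), all from batch 2, is not shown to be macrophages or monocytes. It was led by Dock9, Wwtr1 and Tjp1, carried the tumor markers Pvt1 and Cdh13 and had no myeloid marker among its 10 leading genes. Without it, an alternative added after seeing the data, the difference was 3.21 points (exact permutation p = 0.457). Among immune cells alone the myeloid-like share was lower in KO by 4.31 points, written as -4.31 (exact permutation p = 0.514). Clusters left unnamed made up 40.1% ± 24.0 (SD, n = 5) of the same cells in WT and 28.8% ± 17.2 (SD, n = 5) in KO libraries (exact permutation p = 0.0857). The largest of them, of 2097 cells, carried both tumor and myeloid genes and took 27.8% ± 16.7 (SD, n = 5) in WT and 17.2% ± 10.2 (SD, n = 5) in KO libraries. Another, of 820 cells, carried tumor and T cell genes and took 8.84% ± 7.09 (SD, n = 5) and 7.90% ± 5.28 (SD, n = 5).

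**Figure D1:**
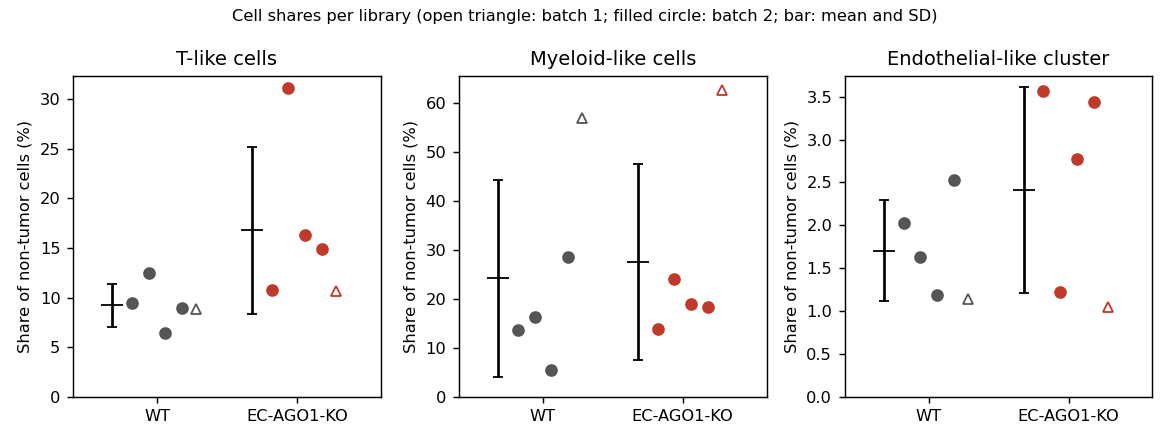
Share of non-tumor cells (%) that were T-like, myeloid-like or in the endothelial-like cluster, per library of WT and EC-AGO1-KO tumors. Open triangles are batch 1, filled circles batch 2, and the bars give the mean and SD of 5 libraries; the highest T-like share, 31.1%, is that of KO 2+3, and both batch 1 libraries have the highest myeloid-like shares of their groups.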

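Expression in T-like cells was compared on raw UMIs summed per library, with edgeR's quasi-likelihood test and batch as a covariate, so that libraries and not cells were the samples. Of 1556 genes tested, 0 had an adjusted p-value under 0.05 and 63 had an unadjusted p-value under 0.05. Gzmb (chromosome 14, 56258838 to 56262260 in mm10), which encodes granzyme B, had a level of 366 ± 313 CPM (SD, n = 5), the UMIs of a gene scaled to the total of its library after edgeR's TMM normalization, in WT and 592 ± 765 CPM (SD, n = 5) in KO libraries. Its log2 fold change was 0.55 (standard error 0.30, edgeR adjusted p = 0.957), and it lay between 0.016 and 0.90 with each library left out in turn. The batch 1 libraries decided its size, since it was 0.027 without the WT library and 0.016 without the KO library of batch 1. Gzmb was among the 10 leading genes of 1 of the 2 T-like clusters, although it was kept out of the clustering genes. Stat3 had a log2 fold change of 0.16 (standard error 0.19, edgeR adjusted p = 0.957) and Cblb of 0.22 (standard error 0.18, edgeR adjusted p = 0.957). Both differences were close to the error of the fit. With single libraries left out, Stat3 lay between 0.047 (without WT 5) and 0.33 (without WT 3), and Cblb between 0.11 (without KO 2+3) and 0.28. The log2 fold change of Prf1, which encodes perforin, was 0.33 (standard error 0.51) and that of Icos was 0.01 (standard error 0.24). Prf1 was tested in 6 of the 10 fits that left out a library, and lay there between 0.16 (without the WT library of batch 1) and 0.68 (without WT 4), while the sign of Icos changed in 5. Cd8a (chromosome 6, 71373427 to 71379173) was below the limit on low counts, with 11 UMIs in the T-like cells of all WT libraries and 25 in those of all KO libraries. All 11 of the WT UMIs and 15 of the KO UMIs came from batch 1, so a difference in Cd8a was not detectable at this depth. These counts are not scaled to the UMIs of the T-like cells. In CPM without TMM normalization, Cd8a stood in batch 1 at 129 in WT and 116 in KO. In batch 2 it was 47.6 in KO 1, 34.5 in KO 2+3 and 0 in every other library. Cd69, an early activation marker also below the limit on low counts, had 6 UMIs in WT and 50 in KO libraries. Without the limit its log2 fold change was 1.82 (standard error 0.58, edgeR adjusted p = 0.735), and between 1.67 and 2.10 with each library left out. In CPM without TMM normalization, Cd69 lay between 0 and 47.4 in WT and between 47.6 and 142 in KO libraries. The nearest values, those of WT 3 and KO 1, rested on 2 UMIs each.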

Consistent with the IHC data, activated T cell marker genes (*Cd8a*,* Stat3*,* Cblb*,* Gzmb)* were increased in KO tumors (Fig. 1l). 

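The myeloid-like cells were clustered again without Arg1, Il10, Cxcl9 and Cxcl10 among the clustering genes. A cluster was named for a macrophage subtype when 3 of that subtype's markers were at least 2-fold higher there than in the other clusters. Monocyte-like clusters made up 20.3% ± 9.79 (SD, n = 5) of myeloid-like cells in WT and 24.3% ± 8.48 (SD, n = 5) in KO libraries (exact two-sided permutation test within batch, p = 0.143). The batch 1 libraries held 37.4% in WT and 37.3% in KO, and in batch 2 alone the difference was 5.09 points (exact permutation p = 0.143), in place of 4.05 over both batches. Without the pooled KO libraries it was 3.28 points (exact permutation p = 0.333). Taken within batch, an alternative added after seeing the data, it was 0.482 points without them (exact permutation p = 0.733), and lay between 2.63 (without KO 2+3) and 5.15 points with each library left out. A monocyte-like cluster of 76 cells was led by interferon response genes such as Ifit1 and Rsad2. No cluster met the rule for tissue-resident-like or M2-like macrophages in the main setting. This does not show that such cells were absent. An unnamed cluster of 353 cells had the M2 marker Mrc1 among its 10 leading genes. It passed for 2 tissue-resident markers, Cadm1 and Mertk, where the rule asked for 3. With a maximum of 20% mitochondrial UMIs, tissue-resident-like clusters were higher in KO by 0.467 points (exact permutation p = 0.5), which compares 182 cells of the WT library with 197 of the KO library of batch 1, as batch 2 held 1 such cell. At resolution 0.5, tissue-resident-like clusters held 82.6% ± 12.5 (SD, n = 5) in WT and 78.3% ± 13.0 (SD, n = 5) in KO libraries (exact permutation p = 0.514). At a UMI threshold set per library they held 55.3% ± 31.5 (SD, n = 5) and 48.8% ± 27.7 (SD, n = 5) (exact permutation p = 0.0857), and the batch 1 libraries held 0 of these cells. M2-like clusters were found under none of the settings that gave shares.
The marker genes were then compared over all myeloid-like cells by edgeR's quasi-likelihood test. Of 2251 genes tested, 0 had an adjusted p-value under 0.05 and 73 had an unadjusted p-value under 0.05. Cadm1, a marker of tissue-resident macrophages, had a TMM-normalized level of 1318 ± 434 CPM (SD, n = 5) in WT and 1014 ± 238 CPM (SD, n = 5) in KO libraries. Its log2 fold change was -0.31 (standard error 0.17, edgeR adjusted p = 0.992), and it stayed negative, between -0.41 and -0.20, with each library left out in turn. Cadm1 and Cd53 were among the 10 leading genes of a myeloid-like cluster and, like Mertk, Zeb2 and Mrc1, were not kept out of the clustering genes, so their levels are not independent of how the cells were grouped. Zeb2 had a log2 fold change of -0.0034 (standard error 0.17) and Cd53 of 0.10 (standard error 0.17). Cd53 lay between 0.011 (without WT 4) and 0.24 (without the KO library of batch 1) with each library left out. Mertk, at 103 UMIs in WT and 114 in KO libraries, was below the limit on low counts. The M2 marker Mrc1 had a log2 fold change of -0.08 (standard error 0.20, edgeR adjusted p = 0.992). The sign of Zeb2 and of Mrc1 changed when single libraries were left out. Without the sub-cluster of 218 cells that carried tumor markers, Cadm1 was -0.24, Zeb2 -0.043, Cd53 0.059 and Mrc1 -0.11.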

Within the macrophage population, tissue-resident macrophages (marked by *Cadm1*,* Mertk*,* Zeb2*,* and Cd53*) were increased and immunosuppressive M2-like macrophages (marked by *Mrc1 and Arg1*) were reduced (Fig. 1m; Fig. S5b). Furthermore, macrophages in KO tumors showed higher expression of immunostimulatory *Cxcl9/10* and weak expression of immunosuppressive *Arg1* and *Il10* (Fig. 1m; Fig. S5c–f). These results suggest a more immunostimulatory microenvironment in the EC-AGO1-KO tumor.

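Cxcl9 and Cxcl10 encode chemokines that attract T cells and lie near each other on chromosome 5 of mm10, at 92321347 to 92328079 and at 92346638 to 92348889. In myeloid-like cells Cxcl9 had 109 UMIs in WT and 228 in KO libraries, with a log2 fold change of 1.00 (standard error 0.31, edgeR adjusted p = 0.566). Adjusted over the list alone, that is the 6 tested genes that the paper names for macrophages, 1 gene, Cxcl9, had an adjusted p-value under 0.05. The paper reports these genes from the same tumors, so this is not independent evidence. Cxcl9 was higher in KO within each batch. Without TMM normalization, it stood in batch 1 at 113 CPM in WT and 174 CPM in KO, and in batch 2 the WT libraries lay between 0 and 21.4 and the KO libraries between 41.0 and 201. With each library left out in turn, its log2 fold change lay between 0.85 and 2.62 in the 9 fits that tested it. It was 2.62 without either batch 1 library, and without KO 2+3 the gene fell below the limit on low counts and was not tested. In batch 2, KO 2+3 gave 33 of its UMIs, and the WT libraries 0 to 2 each. Cxcl10 had 324 UMIs in WT and 414 in KO libraries and a log2 fold change of 0.15 (standard error 0.25, edgeR adjusted p = 0.992), a difference within the error, which lay between 0.035 (without WT 5) and 0.50 (without the KO library of batch 1) with each library left out.
Arg1 had 43 UMIs in WT and 12 in KO libraries, too few for the limit on low counts. Of the 43 UMIs, 41 came from the WT library of batch 1, and 3 of the 4 WT libraries of batch 2 had 0. The KO libraries held 7 UMIs in batch 1, and 3, 1, 1 and 0 in batch 2. Without the limit, the log2 fold change of Arg1 was -1.85 (standard error 0.54, edgeR adjusted p = 0.425). It rested on batch 1, since it turned to 0.67 without the WT library of batch 1 (standard error 1.20) and to 0.66 without the KO library of batch 1 (standard error 1.17). Il10 had 47 UMIs in WT and 32 in KO libraries, and its log2 fold change without the limit was -0.85 (standard error 0.42, edgeR adjusted p = 0.784), between -1.03 and -0.58 with each library left out.

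**Figure D2:**
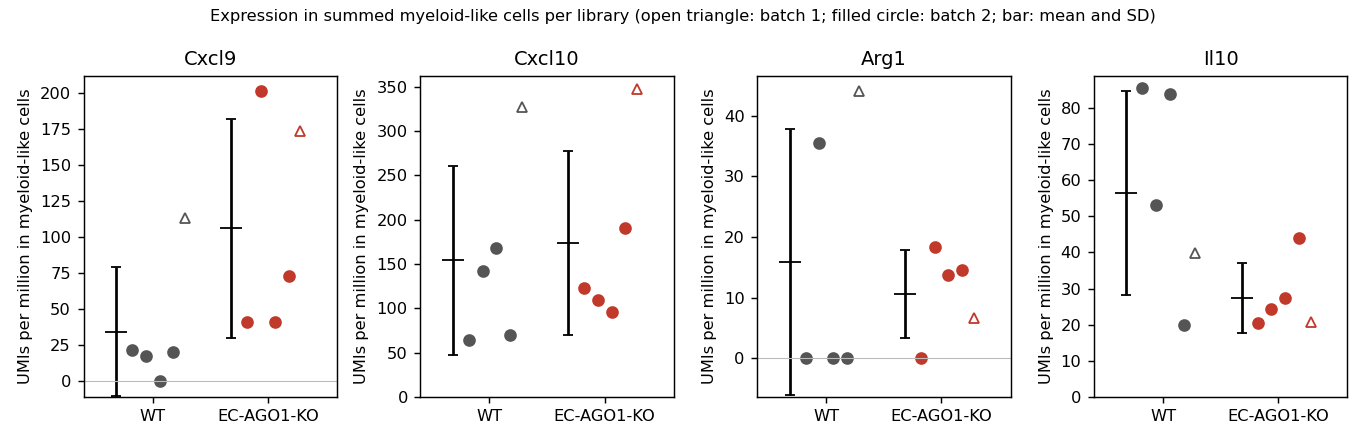
CPM of Cxcl9, Cxcl10, Arg1 and Il10 in the summed myeloid-like cells of each WT and EC-AGO1-KO library, not TMM-normalized. Open triangles are batch 1, filled circles batch 2, and the bars give the mean and SD of 5 libraries; the KO libraries of batch 2 lie at 41.0 or more for Cxcl9, and the highest Arg1 value, 44.1, is that of the WT library of batch 1.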

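Over both cell classes, 5 of the genes the paper names were tested in T-like cells and 6 in myeloid-like cells, and 0 of them had an adjusted p-value under 0.05 over all genes tested in edgeR's quasi-likelihood test. From the higher shares of T cells and macrophages, the marker genes of activated T cells and the macrophage markers and chemokines, the paper proposes that the microenvironment of the KO tumor is more immunostimulatory.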

Given the limited number of ECs captured in the scRNA-seq dataset, we employed an EC-cancer cell co-culture model to define EC-intrinsic gene programs. 

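A single cluster of 196 cells carried all 8 endothelial markers, Pecam1, Cdh5, Cd34, Vwf, Kdr, Cldn5, Egfl7 and Emcn. None of these was among its 10 leading genes, which included Fabp4, also an adipocyte marker, so it is compared here as 1 cluster. It held 71 cells from WT and 125 from KO libraries, and between 6 and 35 per library. Its share of non-tumor cells was 1.71% ± 0.587 (SD, n = 5) in WT and 2.41% ± 1.20 (SD, n = 5) in KO libraries (exact two-sided permutation test within batch, p = 0.186). With all cells as the denominator the difference was 0.166 percentage points (exact permutation p = 0.0429).
The targeted gene, Ago1 (chromosome 4, 126435012 to 126468583 in mm10), had 0 UMIs in this cluster in every library. That is 0 of 66271 UMIs in WT, which allows up to 45.3 CPM, and 0 of 84937 in KO, which allows up to 35.3. These limits cover counting error only. Loss of Ago1 in ECs was thus not detectable at this depth. In all other cells Ago1 had 189 UMIs in WT and 183 in KO libraries (log2 fold change 0.07, standard error 0.19, edgeR adjusted p = 0.952). The 3 WT and 4 KO libraries with at least 10 cells of the cluster were compared by edgeR's quasi-likelihood test. Of 200 genes tested, 0 had an adjusted p-value under 0.05 and 21 had an unadjusted p-value under 0.05. Without WT 3 the number was 3 genes, Gm10800, Gm26870 and Fos, which were named here after their values were seen.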

Mouse ECs with AGO1-knockdown (AGO1-KD) co-cultured with E0771 cells exhibited increased *Cxcl10* and *Vcam1* expression compared to scramble-treated control ECs (Fig. 1n, o). Supporting these in vitro findings, tumors from EC-AGO1-KO mice expressed higher levels of *Cxcl9*, *Cxcl10*, and *Selp* (encoding P-selectin*)* expression (Fig. 1p), collectively suggesting that AGO1 suppression in ECs promotes leukocyte recruitment within the tumor microenvironment. In contrast, expression of *Kdr* and *Nos3* remained unchanged in AGO1-KD ECs either cultured alone or co-cultured with E0771 cells (Fig. S6), suggesting that the reduced tumor burden in EC-AGO1-KO mice is unlikely to be explained by vascular dysfunction.

To investigate potential paracrine effects of AGO1-KD ECs on tumor cells, we treated E0771 cells with conditioned media (CM) from ECs. Compared to the scramble control, CM from ECs with AGO1-KD reduced the E0771 cancer cell migration, with minimal impact on their proliferation (Fig. S7a–e). At the molecular level, AGO1-KD in ECs decreased expression of *CXCR4*, a metastasis-associated chemokine receptor that also plays a role in primary tumor expansion, and increased *RUNX1T1*, a tumor-suppressive transcriptional repressor, in E0771 cells (Fig. S7f–i). These data suggest that EC-AGO1 may also regulate cancer development through a direct effect on the tumor cells, which warrants future investigation.

Collectively, our findings reveal a previously unrecognized role of endothelial AGO1 in tumor progression. EC-AGO1 inhibition decreases tumor vascularization, increases immune cell infiltration and reduces tumor burden in a mouse breast cancer model. These results highlight the pivotal role of ECs in shaping tumor behavior and microenvironment and underscore AGO1 as a regulatory node in the EC-tumor axis. Further studies are needed to establish its generalizability across tumor types. Targeting EC-AGO1 may offer a novel therapeutic avenue to disrupt aberrant tumor angiogenesis, promote immune cell infiltration, and enhance the efficacy of existing cancer therapies.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The scRNA-seq data generated in this study are available at GEO with accession number GSE310768.

# Supplementary material for: Endothelial AGO1 deficiency reduces breast cancer burden in mice
**Source:** Angiogenesis. 2026 Jun 12;29(3):43. doi: 10.1007/s10456-026-10048-6
**Supplement:** Supplementary file 1 — Supplementary Material 1

**SUPPLEMENTARY INFORMATION**

**Endothelial AGO1 Deficiency Reduces Breast Cancer Burden in Mice**

Xuejing Liu^1*^, Alonso Tapia^1,2*^, Dongqiang Yuan^1^, Xiaofang Tang^1^, Yingjun Luo^1^, Naseeb Kaur Malhi^1^, Muxi Chen^1,2^, Kwan Ho Law^1^, Mohamad Haidar^1^, Skylar Giacobetti^1^, Jiawei Sun^1^, Anthony Park^3^, Saul J. Priceman^3,4^, Zhen Bouman Chen^1,2^

^*^These authors contributed equally

**MATERIALS AND METHODS**

**Study Approval**

All animal experiments conducted were approved by the Institutional Animal Care and Use Committees at City of Hope (#17010) and Institutional Biosafety Committee (#16023).

**Mouse Models**

EC-AGO1-KO and their WT littermates were generated by crossbreeding VE-Cadherin-Cre (B6.FVB-Tg [Cdh5-cre]7 Mlia/J) and AGO1^flox/flox^ (Ago1tm1.1Tara/J) mice, both with C57BL/6 background at City of Hope as described [1]. At end points of each experiment, mice were euthanized with CO_2_ inhalation.

**E0771 breast cancer** **syngeneic model**

The WT and KO littermates from the same breeders were housed in the same cages and E0771 breast cancer cells (per mouse 1 × 10^6^ cells in 100 µL PBS/Matrigel (Sigma, CLS356231) mixed at a 1:1 ratio) were injected in a blinded fashion into the fourth mammary fat pad of 16-week-old female mice. The tumor sizes were measured one week after injection using a digital caliper and the volumes were calculated using the formula Tumor volume = length×width×height×1/2. The mice were humanely euthanized if the tumor volume reached 1500 mm^3^ within 21 days or were anesthetized 21 days after tumor induction (unless indicated specifically). Total 30 mice per group were analyzed (**Fig. S2** showing the tumor volume at day 21), 10 mice per group were randomly selected for the tumor weight measurements, and the rest used for histological analysis and scRNA-seq.

**Histology and immunohistochemistry (IHC) analysis**

Tumors (>30 mg, >30 mm³) were harvested and fixed in 10 % neutral buffered formalin. Dehydration, clearing, and paraffinization were performed on a Tissue-Tek VIP Vacuum Infiltration Processor (SAKURA). The samples were embedded in paraffin using a Tissue-Tek TEC Tissue Embedding Station (SAKURA) and sectioned and put on positively charged glass slides. The IHC stains were performed using a Ventana Discovery Ultra IHC automated stainer (Ventana Medical Systems, Roche Diagnostics, Indianapolis, USA). Briefly, the slides were deparaffinized, rehydrated, and incubated with endogenous peroxidase activity inhibitor and antigen retrieval solution. Anti-mouse CD31 (Cat#: AC-0083A, Eptomics), F4/80 (Cat#: 70076, Cell Signaling), anti-mouse CD8 rabbit monoclonal antibody (Cat#: 98941, Cell signaling), or anti-mouse Ki67 rabbit monoclonal antibody (Cat#: 790-4286, Ventana, RTU) were incubated, followed by DISCOVERY anti-rabbit HQ and DISCOVERY anti-HQ-HRP (Ventana). The antibodies were visualized by DISCOVERY ChromoMap DAB Kit (Ventana) and counterstained with hematoxylin and cover slipped. Whole slide images were acquired with a NanoZoomer S360 Digital Slide Scanner (Hamamatsu) and viewed by NDP.view image viewer software. For vasculature analysis, images from CD31 IHC staining were quantified using AngioTool in a blinded fashion. Vessel area % and junction/vessel area % were acquired from 3-5 images per mouse. The percentages of CD8⁺ and Ki67⁺ cells, as well as the F4/80⁺ area, were quantified using QuPath.

**Measurement of circulating estradiol levels**

Blood was collected from female WT and EC-AGO1-KO mice at 8 weeks of age (n = 5 per group) at two time points of the estrous cycle (Day 1 and Day 4). Plasma was obtained by centrifugation at 4000 rpm for 10 min at 4 °C, and 50 µL aliquots were used for measurement. Circulating estradiol concentrations were quantified using the Mouse Estradiol Rapid ELISA Kit (Thermo Fisher Scientific, Cat# EELR013) following the manufacturer’s instructions. Briefly, plasma samples and standards were added to pre-coated wells, incubated with enzyme conjugate, and washed to remove unbound material before adding substrate solution. The reaction was stopped with termination buffer and absorbance was measured at 450 nm. Estradiol concentrations were calculated from the standard curve. Output values from the two cycle time points were averaged for each animal.

**Cell culture, transfection, and treatment**

Cells were kept at 37 °C, ventilated with 5 % CO_2_ and 21 % O_2_. Validated mouse breast cancer E0771 cell lines were grown in Dulbecco’s modified DMEM medium (Cat#: 11965092, Gibco) supplemented with 10 % fetal bovine serum (FBS), 2.5 % HEPES, and 1× antibiotics (Cat#: 15140122penicillin–streptomycin, Gibco). HUVECs (passages 5–8) were cultured in complete M199 medium supplemented with 10 % FBS (Sigma, M2520) and 1× antibiotics (penicillin–streptomycin, Gibco, 15140122). Mile Sven 1 (MS1) cells (a mouse microvascular EC line, passages 4-6) (American Type Culture Collection) were cultured in DMEM medium. In some experiments, ECs were pre-transfected with scramble (Scr) or AGO1-ASO (20 nM) using Lipofectamine RNAiMax. The medium was changed to M199 or DMEM 6 h after transfection, 48 h later, changed to fresh medium, then conditioned media (CM) were collected 24 hours later, filtered through a 0.45 μm filter, and mixed with DMEM at a 1:1 ratio for treatment of E0771 cells. In the Transwell (Corning, CLS3470) co-culture experiment, the MS1 cells were cultured in the upper chamber and were pre-transfected with Scr or AGO1-ASO, 48 h later, co-cultured with E0771 cells which were pre-seeded in the lower chamber for another 24 h. The sequence of Scr-ASO is 5'- +A*+A*+C* A*C*G*T*C*T*A*T*A*+C*+G*+C -3', AGO1-ASO 5'- +C*+T*+T* G*T*G* T*A*A* G*G*A* A*+T*+G* +T -3'.

**Scratch assay**

E0771 cells were seeded on 12-well plates and cultured until 80 % confluence. Cell monolayers were wounded with a 10 μL pipette tip to generate a constant diameter strip across the center of the well. After scratching, the cells were washed with PBS to remove cell debris and incubated with DMEM, CM-Scr, or CM-AGO1-ASO. Images were taken at stated timepoints, and areas lacking cells were determined by measurement using ImageJ in a blinded fashion.

**RNA extraction, quantitative PCR, and RNA-seq**

Total RNA was extracted from cells using TRIzol reagent (Invitrogen, cat # 15596026). cDNAs were synthesized using PrimeScript™ RT Master Mix containing both Oligo-dT primer and random hexamer primers. qPCR was performed with Bio-Rad SYBR Green Supermix using the Bio-Rad CFX Connect Real Time system. The primers used in this study are summarized in **Table S2**.

Cell suspensions for single-cell RNA-seq were prepared following a published protocol [2]. 1 µg of total RNA from three biological replicates was used for library preparation with the KAPA mRNA HyperPrep Kit (Roche, cat# KK8581). mRNA was enriched using mRNA capture beads, and libraries were prepared following the manufacturer’s protocol (KR0960-v6.17). The quality of cDNA libraries was assessed using the Agilent 4200 TapeStation System. Libraries were sequenced using the NovaSeq platform (Illumina) with 150-nt paired-end sequencing, achieving a depth of 50~100 million read pairs.

**Western blotting**

E0771 cells were homogenized in RIPA buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 5 mM EDTA, 1 mM DTT, 1% NP-40, 0.1% SDS) with protease and phosphatase inhibitor cocktail (ThermoFisher, cat# 78442). Proteins were separated by SDS-PAGE and transferred onto PVDF membranes. Membranes were processed according to the ECL western blotting protocol (ThermoFisher). Images were captured using the Amersham Imager 680 (GE Healthcare) or ChemiDoc MP imaging system (Bio-rad). The gray values of Western blot bands were quantified using ImageJ. Antibodies included mouse CXCR4 monoclonal antibody (1:2000; Proteintech, cat# 60042-1-Ig), rabbit RUNX1T1 polyclonal antibody (1:5000; Proteintech, cat# 15494-1-AP), rabbit GAPDH monoclonal antibody(1:2000; CST, cat# 2118S), anti-rabbit IgG, HRP-linked antibody (1:5000; CST, cat # 7074), anti-mouse IgG, HRP-linked antibody (1:5000; CST, cat # 7076).

**Single-cell RNA sequencing**

How the deposited data were processed for this re-analysis (not part of the article)

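Single-cell RNA was measured in E0771 tumors of WT and EC-AGO1-KO mice in 10 libraries, 5 per group, with 7 KO tumors in the 5 KO libraries. Conditions, batches and pooling were taken from the sample labels and the supplementary methods. The authors deposited raw counts of UMIs per gene and barcode for 31053 genes, made with Cell Ranger on mm10, and the deposited counts hold empty droplets as well as cells. The supplementary methods go on to SCTransform, integration across batches and Louvain clustering in Seurat. Those steps and the authors' cell annotation were not used here.

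From the counts, barcodes with 200 to 7000 genes and at most 10% mitochondrial UMIs were kept, as the paper states. Actb took more than 5% of all UMIs in batch 2 and was left out of the clustering genes and of the totals used for clustering and naming. It stayed in the summed counts behind the CPM values and edgeR's test. CPM without TMM normalization therefore carry the difference in Actb between the batches. The 65298 cells were clustered on 2000 variable genes, 30 principal components and a graph of 15 neighbours with the Leiden algorithm at resolution 1 (scanpy 1.11.5, leidenalg 0.10.2, Python 3.11.15). Ago1, Cd8a, Stat3, Cblb, Cd69, Gzmb, Prf1, Icos, Cxcl9, Cxcl10, Arg1 and Il10 were kept out of the clustering genes, while the macrophage markers Cadm1, Mertk, Zeb2, Cd53 and Mrc1 were not. A cluster was named from marker lists when at least 3 markers were 2-fold higher than in the reference clusters and detected in 2% of its cells, with 20 CPM added before the fold. Tumor-like clusters were named against immune clusters. A marker had to be among the 100 leading genes, a competing class needed 3 markers to block a name, and a cluster whose markers stayed under 25% of the level of the strongest cluster stayed unnamed as a mixture. Dendritic-like clusters found among the myeloid-like cells were moved to the dendritic class.

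The thresholds of this rule were set after the clusters and the cell numbers of some subtypes had been seen, over 5 versions. The first named clusters by fold alone. The second used the fold and detection limits given here. The third used 5% detection, a lower fold of 0.5 on the log2 scale for macrophage subtypes and, by mistake, 20 neighbours. The fourth went back to the limits of the second and to 15 neighbours and added the rules on leading genes and competing classes. The fifth added the rule on mixtures. The last 2 versions were judged on leading genes and on whether names stayed stable across settings, and the fifth was frozen before any comparison between WT and KO was computed. Of the choices of earlier versions, 5% detection, the lower fold for macrophage subtypes and 20 neighbours were kept as added alternatives. Naming by fold alone, or without the rules on leading genes, competing classes and mixtures, was not among the settings compared.

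Each library was 1 sample, and cells were not treated as replicates, unlike in a test over cells. Shares were compared by an exact two-sided permutation test of the difference between group means, with labels permuted within batch. As an added alternative, with libraries left out, the difference was taken in each batch and averaged over the batches that held both groups, with the product of the numbers of WT and KO libraries divided by their sum as weight. Expression was compared on UMIs summed per library and cell class by edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr, batch as a covariate, Benjamini-Hochberg adjustment) in R 4.3.3. Libraries with fewer than 10 cells of a class were left out. The standard error of a log2 fold change was taken from the fold change and the F statistic. The genes reported are those the paper names for these data or for the knockout. A further rule, the 3 largest rises and falls among called genes, named no gene because no gene was called.

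The test was tested on simulated data drawn at the means and library sizes of the comparisons in T-like cells, myeloid-like cells and whole libraries, with genes changed by 2 on the log2 scale. The test recovered 99.4% of the changed genes it tested in T-like cells with 8 false calls, and 100% in myeloid-like cells with 14 false calls. In whole libraries it recovered 99.5% with 11 false calls. Changed genes that fell below the limit on low counts were not tested and are not in these percentages. The limit left 1412 of 1556 simulated genes in T-like cells, 2120 of 2251 in myeloid-like cells and 13980 of 14294 in whole libraries. Smaller changes and the comparison in the endothelial-like cluster were not simulated. The precision is limited by batch 2, in which the median depth was 595 to 1142 UMIs per cell, and by few cells of some classes. The share of UMIs from free RNA, estimated from genes of other classes and the profile of barcodes with at most 50 UMIs, was 0.946% to 36.9% per library in T-like cells and 3.39% to 26.4% in myeloid-like cells.

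The tests, the marker lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from the alternatives called added. The alternatives covered the denominator, the limits on cells, the clustering, the batches, the pooled libraries, each library left out, the replicate number as a block, DESeq2 1.42.0, the limit on low counts, the batch term and subtraction of free RNA. Doublets were not removed. Scrublet marked 18 of 65298 cells (0.0276%), which is too few for the caller to have worked, so no result without doublets is given. A minimum of 500 genes per cell and the clustering of each library alone left 89.7% and 61.4% of cells unnamed, and give no value.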

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

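All of the tests of explanations in this part were chosen after the values had been seen. In 48 groups of libraries the highest and the lowest library were compared with the others, and in 16 groups 1 library lay far from the rest. Chance gives about 1 in 20.

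The T-like share of KO 2+3 was 31.1%, against 10.7% to 16.3% in the other 4 KO libraries. Greater depth per cell does not account for it. Its median of 713 UMIs was above the 681 to 703 of the other KO libraries of batch 2, but the 3 deeper libraries had T-like shares of 8.97% (WT 5, 1142 UMIs), 8.84% (WT batch 1, 4049 UMIs) and 10.7% (KO batch 1, 3862 UMIs). Nor does a small denominator alone, since T-like cells were also 8.13% of all its cells, against 1.27% to 2.37% in the other 3 KO libraries of its batch (6.30% in the KO library of batch 1). A part played by the denominator stays open. Unnamed cells were 6.55% of all cells of KO 2+3, the highest of the KO libraries, but 36.4% of its non-tumor cells other than T-like, against 44.0% to 48.3% in those 3. With unnamed clusters left out of the denominator the T-like share of KO 2+3 was 41.5%, and among immune cells alone 47.4%, in both cases the highest KO library but no longer far from the rest by the same measure. RNA from other cells also stays open, since the 15.9% of the UMIs of its T-like cells estimated to be ambient lay within the 2.29% to 36.9% of the other KO libraries. Whether pooling 2 tumors matters cannot be told apart from other differences of this library, because only 1 other pooled library exists, KO 5+6, with a T-like share of 14.9%. A mislabelled sample and a difference between the tumors themselves were not tested.

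The other 15 far values all belonged to a batch 1 library. The KO library of batch 1 had the highest myeloid-like share of its group (62.6%, the others 13.8% to 24.0%), and the WT library of batch 1 the highest monocyte-like share of myeloid-like cells (37.4%, the others 13.4% to 19.3%). In CPM of T-like cells, here without TMM normalization, the KO library of batch 1 had the highest Gzmb (919, the others 47.3 to 289) and Prf1 (309, the others 19.3 to 60.4). In myeloid-like cells it had the lowest Cadm1 (308) and Cd53 (517), and the WT library of batch 1 the highest Cxcl9 (113). In whole libraries, the WT library of batch 1 was the highest in Cxcl9 (18.7), Cxcl10 (51.1), Vcam1 (23.9), Nos3 (5.70) and Mki67 (36.3), and the KO library of batch 1 in Cxcl10 (63.0), Vcam1 (19.5) and Nos3 (3.15).

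These values are in line with a difference between the library batches. Cxcl10, Vcam1 and Nos3 in whole libraries were far in both groups. Of the 9 measures far in 1 group alone, the batch 1 library of the other group also lay outside its batch 2 libraries on the same side for 5, where chance would give about 1 in 5 if the measures were independent, which they are not. The 4 exceptions were Gzmb and Prf1 in T-like cells and Cd53 and Cxcl9 in myeloid-like cells. For Gzmb the WT library of batch 1 had 351 CPM, within the WT range of batch 2 (29.1 to 369). Batch 1 held 1 library per group, so no difference between WT and KO can be tested within it, and a biological difference between the mice of the batches was not tested.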

How the results depend on the processing

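The counts over other splits and the alternatives called added were chosen after the results were seen. For each result that changed, the cause was not tested, apart from the fewer libraries, and batches unequal between the groups, where some were left out.

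The T-like share stayed higher in KO under all alternatives that gave a value, but its difference of 7.54 points lost its side of the threshold under several. It was 5.63 points with immune cells as the denominator (exact permutation p = 0.286), 8.96 in batch 2 alone (p = 0.0571), 3.39 without the pooled KO libraries (p = 0.133) and 7.52 with unnamed clusters left out of the denominator, an added alternative (p = 0.1). It lay between 3.96, without KO 2+3, and 9.06 points across the 10 comparisons that each left out one library, and p was above 0.05 in 5 of them (without KO 2+3; 7.44 points without the WT library of batch 1, 7.60 without WT 1, 6.84 without WT 4 and 7.48 without WT 5), where fewer libraries also allow fewer relabelings. Taken within batch, an added alternative, it lay between 4.05, without KO 2+3 (exact permutation p = 0.0429), and 9.29 points, and p was above 0.05 in 5 comparisons (8.96 points without either batch 1 library, 7.39 without WT 1, 6.61 without WT 4 and 7.27 without WT 5).

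The myeloid-like share reversed to -4.31 points among immune cells, and was 2.76 points in batch 2 alone (exact permutation p = 0.6). It was 0.24 points with unnamed clusters left out of the denominator, an added alternative (exact permutation p = 0.929). With one library left out, the plain differences of the means lay between -5.43, without the KO library of batch 1, and 11.5 points for the myeloid-like share (-1.31 without WT 4), between 0.819 and 8.33 for the monocyte-like share, and between 0.415 and 1.04 for the endothelial-like share. These plain differences and their p-values also move because the batches are then unequal between the groups, and taken within batch, an added alternative, none of them was negative. Within batch they lay between 0.727, without WT 4, and 6.65 points, without WT 5 (exact permutation p = 0.0429, with p above 0.05 in the other 9), for the myeloid-like share, between 2.63, without KO 2+3, and 5.15 for the monocyte-like share and between 0.468, without KO 1, and 1.07 for the endothelial-like share (p above 0.05 in all 10 for both). Without the pooled KO libraries the monocyte-like difference was 3.28 points, and 0.482 within batch. The endothelial-like cluster passed the threshold with all cells as the denominator (0.166 points, exact permutation p = 0.0429) and with the UMI threshold per library (0.786 points, p = 0.0429).

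The labels share replicate numbers for 3 pairs. Over 10402 genes, same-numbered libraries deviated together (correlations of 0.980, 0.562 and 0.401), but this follows the batches. In batch 2 alone the correlations were -0.208 and -0.334, so the numbers do not pair the libraries within a batch. With the replicate number as a block, the T-like difference was 4.38 points (exact permutation p = 0.25, the smallest possible with 3 pairs) and the monocyte-like difference -0.377 points, in place of 4.05. The block turned the log2 fold change of Icos in T-like cells to -0.11, of Zeb2 to 0.20 and Mrc1 to 0.073 in myeloid-like cells, and of Ago1 to -0.19 and Mki67 to -0.035 in whole libraries. No such fit was possible for the endothelial-like cluster, which has too few cells.

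The number of called genes, 0 in each comparison, became 11 in myeloid-like cells and 241 in whole libraries without the limit on low counts, 3 in myeloid-like cells in batch 2 alone, 1 there with ambient UMIs subtracted, 1 there without the sub-cluster that carried tumor markers, an added alternative, and 2 in whole libraries with DESeq2. Leaving out one library gave 0 to 1 genes in T-like cells (1 without KO 2+3), 0 to 2 in myeloid-like cells (2 without either batch 1 library, without WT 4 or without KO 5+6, and 1 without WT 3), 0 to 1 in whole libraries (1 without KO 2+3 or without KO 4) and 0 to 3 in the endothelial-like cluster (3 without WT 3). The genes behind these small counts are named after their values were seen. They were Hsph1 in T-like cells, Pdpn, Parp14, Prdx1, Mmp12 and Hmox1 in myeloid-like cells with libraries left out, Prdx1, Pdpn and Parp14 in batch 2 alone, Lars2 with ambient UMIs subtracted, Prdx1 without that sub-cluster, Gata3 and March1 with DESeq2, Hbb-bs without KO 2+3 and Gata3 without KO 4 in whole libraries, and Gm10800, Gm26870 and Fos in the endothelial-like cluster. Since the real count was 0, every split of the libraries reaches it: 100 of 100 drawn splits of the 10 libraries in T-like cells, in myeloid-like cells and in whole libraries, and 35 of 35 in the endothelial-like cluster. Other splits gave at least 1 gene in 17, 36, 8 and 2 cases, with at most 6, 11, 6 and 1 genes.

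Of single genes, the sign of Icos turned with DESeq2 (-0.019), without the batch term (-0.12) and with the UMI threshold (-0.11), that of Zeb2 without the limit on low counts (0.065) and with ambient UMIs subtracted (0.0083), and that of Mrc1 without the pooled libraries (0.20). Cxcl10 in myeloid-like cells turned without the batch term (-0.036) and with the UMI threshold (-0.19). In whole libraries Vcam1 turned in batch 2 alone (0.12) and Runx1t1 in cells outside tumor-like clusters (-0.090). With one library left out, log2 fold changes lay between -0.11 and 0.12 for Icos, -0.080 and 0.15 for Zeb2, -0.24 and 0.059 for Mrc1, -0.042 and 0.13 for Ago1, -0.21 and 0.095 for Vcam1, and -0.014 and 0.17 for Mki67. Zeb2 was 0.045 and Mrc1 0.059 without KO 2+3, Mrc1 was 0.030 without WT 5, and Vcam1 was -0.14 without WT 1. Only 1 single gene crossed the threshold, Cxcl9 in whole libraries without the limit on low counts (log2 fold change 1.46).

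Not run, or without a value, were the minimum of 500 genes per cell, the clustering of each library alone and the removal of doublets. Ago1 in the endothelial-like cluster had 0 UMIs in every subset of libraries, so DESeq2, the limit on low counts and the batch term could not be tried on it. Depth limits Cd8a, Cd69, Arg1, Il10 and Mertk, which were below the limit on low counts.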

Differences from the paper's values

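The paper's Table S1 counts its non-tumor cells with a mesenchyme class, while the shares here leave tumor- and mesenchyme-like clusters out together, so the denominators differ and no direction is drawn. The paper's denominators sum to 3124 WT and 3807 KO cells, against 9284 cells over both groups here. A share is said to differ here only where its gap from the paper's value is larger than the SD between libraries. Dendritic-like cells made up 5.01% ± 1.74 (SD, n = 5) in WT and 5.61% ± 1.92 (SD, n = 5) in KO libraries here, and the paper's values are 2.59% and 2.52%. With the mesenchyme class left out of the paper's counts, a comparison chosen after seeing the values, the paper's dendritic cells are 81 of 1536 cells (5.27%) in WT and 96 of 2332 (4.12%) in KO, which no longer differ from the values here by the same measure. That denominator does not bring the classes closer as a set, since 7 of the 16 values compared then differ, against 2 of 16 with the table as printed. Every gap larger than the SD was counted in both cases. The 7 are T cells (the paper's 14.6%, here 9.22%), myeloid cells (46.7%, here 24.2%) and endothelial cells (3.39%, here 1.71%) in WT, and fibroblasts (15.5% and 7.38%, here 7.58% and 4.66%) and pericytes (5.66% and 4.63%, here 3.12% and 2.54%) in WT and KO. The clusters left out or unnamed here are not the paper's classes. Against the printed values, among the alternatives set before the data were examined, the UMI threshold per library gave 2.90% and 2.59%, within the paper's, and none of the others closed the gap in both groups. With dendritic-like clusters left among the myeloid-like cells, an alternative added after seeing the data, the shares were 2.14% and 1.72%, and with markers detected in 5% of a cluster's cells, also chosen after seeing the values, 2.57% and 2.45%.

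Monocyte-like cells made up 24.3% of myeloid-like cells in KO libraries here, against about 9% in the paper's Fig. 1m, read by eye. Clustering resolution 0.5 gave 11.9% and resolution 2 gave 13.7%, which no longer differ by the same measure. Actb kept in the totals, an alternative chosen after seeing the values, gave 14.8%, which does not differ by it either. The other alternatives set in advance did not close the gap.

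The paper reports more macrophages in KO tumors. Here the myeloid-like share was 24.2% in WT and 27.5% in KO libraries (exact permutation p = 0.443). The paper's printed myeloid shares, with its mesenchyme class counted, are 22.98% in WT and 26.68% in KO. By the SD between libraries they do not differ from the shares here. What is not shown here is a difference between WT and KO beyond the spread between libraries. The paper also reports more macrophages in KO tumors by staining, which these data do not measure. The paper reports a larger share of tissue-resident macrophages in KO. Here no cluster met that name in the main setting, and the difference was -4.29 points at resolution 0.5 and -6.47 with the UMI threshold, where the batch 1 libraries held 0 of these cells, but 0.467 with a maximum of 20% mitochondrial UMIs. Among alternatives added after seeing the data it was -3.08 with 20 neighbours, -2.33 with lower subtype markers and 0.217 with Actb kept in. Both positive values compare 1 library with 1 library, since nearly all these cells came from batch 1 (182 in the WT and 197 in the KO library with the mitochondrial limit, 176 and 183 with Actb kept in, and 1 cell of KO 5+6 in each). It reports higher Cd8a, Stat3, Cblb and Gzmb in T cells and higher Cxcl10 in macrophages of KO tumors. The log2 fold changes here were 0.16 for Stat3, 0.22 for Cblb, 0.55 for Gzmb and 0.15 for Cxcl10, none with an adjusted p-value under 0.05 in edgeR's test, and Cd8a was below the limit on low counts. No alternative that was run called any of these 5 genes. The paper also reports higher Cxcl9 in macrophages and, by qPCR, in tumors. In myeloid-like cells Cxcl9 was called only when adjusted over the list alone (log2 fold change 1.00), and in whole libraries also without the limit on low counts (log2 fold change 1.46).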

Other observations

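The tests in this part were chosen after the results were seen, apart from the whole-library comparison.

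All cells summed per library stand in for tumor RNA, in which the paper reports Cxcl9, Cxcl10 and Selp by qPCR. The paper reports Vcam1, Kdr and Nos3 in cultured ECs, Cxcr4 and Runx1t1 in cultured E0771 cells, and Ki67 by staining of tumors. The whole-library values of those genes are therefore not a comparison with the paper's. Of 14294 genes tested with edgeR, 0 had an adjusted p-value under 0.05 and 1318 had an unadjusted p-value under 0.05. The log2 fold change of Cxcl9 was 1.48 (standard error 0.38, adjusted p = 0.403), of Cxcl10 0.57 (standard error 0.24, adjusted p = 0.510), of Cxcr4 0.79, of Kdr 0.55, of Nos3 -0.50, of Vcam1 -0.05, of Runx1t1 0.29 and of Mki67 0.11. With each library left out, Cxcl9 lay between 0.99 (without KO 2+3) and 1.83, Cxcl10 between 0.40 and 0.75, Cxcr4 between 0.53 (without KO 2+3) and 1.02, Kdr between 0.39 and 0.73, Nos3 between -0.64 and -0.19 (without the WT library of batch 1) and Runx1t1 between 0.13 (without the KO library of batch 1) and 0.42. Adjusted over the list alone, 1 of 9 genes, Cxcl9, had an adjusted p-value under 0.05. Selp had 25 UMIs in WT and 18 in KO libraries and was not tested. The lower KO count rests on 1 library, since 16 of the WT UMIs came from the WT library of batch 1. The KO library of batch 1 had 2. In batch 2 the WT libraries had 0 to 4 UMIs each and the KO libraries 2 to 7.

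Fibroblast-like cells made up 7.58% ± 3.60 (SD, n = 5) of non-tumor cells in WT and 4.66% ± 2.29 (SD, n = 5) in KO libraries (exact permutation p = 0.0143, the smallest possible). Over the 7 classes compared without a plan, the adjusted p was 0.1. Of 26 alternatives, 17 had p under 0.05, including those with libraries left out, in which the batches are unequal between the groups. Tumor- or mesenchyme-like cells were 81.5% ± 18.5 (SD, n = 5) of all cells in WT and 75.0% ± 19.8 (SD, n = 5) in KO libraries (exact permutation p = 0.0571).

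Actb took 1.99% and 2.27% of the UMIs in cells of the WT and KO library of batch 1, but 8.77% to 17.0% in batch 2, and 6.93% to 20.1% of the ambient UMIs there. More tumor cells in batch 2 do not account for this, because Actb took at least 12.6% of the UMIs of T-like cells in every batch 2 library, against 1.90% and 2.06% in batch 1. The batches also differed in mitochondrial UMIs, with medians of 2.70% and 2.77% in batch 1 and 0.158% to 0.613% in batch 2. Both groups are in both batches. No biological explanation was tested.

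In the paper's Table S1 the printed totals, 3807 for WT and 3124 for KO, are those of the other column. The printed myeloid share in KO is 26.68%, where 1092 of 3807 cells is 28.7%, and the printed pericyte share is 2.48%, where 108 of 3807 is 2.84%.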
